A study of Epinephelus coioides with 6 samples. Its data were reported in "Integrative analyses of mRNA and microRNA expression profiles reveal the innate immune mechanism for the resistance to Vibrio parahaemolyticus infection in Epinephelus coioides" (2022).

How the data were processed

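Small RNA libraries from the spleen of orange-spotted grouper (Epinephelus coioides), a farmed marine fish, were analysed in 6 libraries, 3 from fish injected with phosphate-buffered saline (control) and 3 from fish injected with the bacterium Vibrio parahaemolyticus (infected). The groups and the replicate numbers were taken from the sample labels. The labels give day 0 for the control libraries and day 1 for the infected libraries, whereas the methods of the study describe sampling of both groups at the same time after injection, so by the labels the day and the infection cannot be told apart. Per the methods of the study, each library was made from a pool of spleens of different fish. The labels name no fish, so the p-values measure the spread between these libraries.

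The authors size-selected small RNA on a gel, ligated adapters, sequenced the libraries on an Illumina instrument, removed tags that matched ribosomal, transfer, small nuclear and small nucleolar RNA, and removed tags from exons, introns and repeats. The remaining tags were named by the authors from miRBase, and unannotated tags that folded into a hairpin on a grouper genome were named as newly predicted miRNAs with MIREAP. The aligner is not given in the sources used here. The deposited counts are whole reads per miRNA name and were used as deposited. The deposited TPM values are the count divided by 1 constant per library, with no length term, and a count of 0 is written as 0.01 in all 6 libraries, so a fold taken from deposited TPM values against 0.01 has no measured base. The TPM values were not tested. Names of known miRNAs end in x for the 5′ arm of the hairpin, y for the 3′ arm or z, and carry no letter for paralogs, so a name does not tell which paralog its reads came from. The deposited target table, which holds 594020 pairs of 1168 miRNAs and 10127 genes with no value of its own, came per the methods of the study from RNAhybrid, Miranda and TargetScan. Whether it holds the genes shared by all of these tools is not given in the sources used here. Of its gene identifiers 0 matched the gene table at hand, so target genes are counted and not named.

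The table held 1168 names, 618 known and 550 newly predicted, for 1007 distinct sequences. A sequence could stand under several names, which was the case for 63 sequences and 224 names, with up to 19 names for 1 sequence. For 48 of these sequences all names had equal counts in every library and for the other 15 the counts differed, and names that share a sequence are not independent. The total count per library was between 5918469 and 11150053. A count of 3, taken as the highest true count that an observed 0 leaves likely, corresponded to between 0.269 and 0.507 CPM (counts scaled to the library total). Reads carried no molecular identifiers, so such floors cover counting error only.

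Counts were analysed in R 4.3.3 with edgeR 4.0.16, with filterByExpr at its defaults, TMM scaling and the quasi-likelihood test, for infected against control with no covariate. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of the F statistic. A call needed a Benjamini-Hochberg adjusted p under 0.05. Because the study selected miRNAs by an unadjusted p under 0.05 and a fold change of at least 2, the number past that threshold in the same fit is given too and is named the study's threshold. CPM values use the TMM-scaled library sizes. In total 398 names passed the filter, 254 known and 144 newly predicted, with 346 distinct sequences, and the other names held 0.0195% of the counts.

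The 17 lists of miRNAs comprised cell type and tissue lists (erythroid, myeloid and granulocyte, lymphoid, endothelial, stromal and smooth muscle, pancreas, liver and gut epithelium, other epithelium, skeletal and cardiac muscle, neural), lists of regulated or related miRNAs (innate immune and inflammatory response, miR-17-92 cluster and paralogs, miR-15/16 family, let-7 family, p53 and hypoxia responsive) and the key and qRT-PCR miRNAs of the study, which the study chose on these samples. Lists with at least 3 tested members were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry of limma 3.58.1. Of these, camera asks if a list differs from the other miRNAs, whereas fry asks if it changed at all. The agreement of both arms of a hairpin, and the number of predicted targets of miRNAs past the study's threshold, were tested with 100000 permutations over miRNAs, two-sided. The shares of counts of the erythroid list and of newly predicted miRNAs were compared with exact permutation tests, two-sided, for which 3 against 3 libraries allow a smallest p of 0.1. The named miRNAs were the 10 higher and 10 lower with the smallest p, taken from the study's threshold because fewer passed the adjusted p, all members of both lists of the study, up to 4 members of highest CPM of each other list and the 5 most abundant miRNAs. Lists, tests, the naming rule and the first set of alternatives were fixed before the data were examined. The report of the study was known by then. Some miRNAs that it named from these samples also fall in other lists. These are miR-144-y, miR-142-x, miR-217-x, miR-126-y, miR-497-x and miR-499-x, so the lists that hold them are not fully independent of the study.

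The alternatives were other scalings (RLE, library totals, library totals without the 5 most abundant miRNAs), no filter or a filter of 10 CPM in 3 libraries, DESeq2 1.42.0, the edgeR exact test, limma voom, the replicate number as a block, and each library left out in turn. Added after the data were seen were a fit with 1 name per distinct sequence and a fit without the erythroid miRNAs. The former kept the name with the highest total count and summed no counts. Also added was the exact test with no filter, with dispersions estimated with the design matrix or in edgeR's classic way. The steps were tested on simulated data before use. Each name was drawn independently of the others, so correlation between names was not simulated. In 20 simulations of all 1168 names with the means and dispersions of the real libraries and no true difference, 15.6 of 389.3 tested names per simulation passed the study's threshold and 0.0514% of tested names were called at the adjusted p. With 200 changed names, 62.4% of the tested names changed 8-fold and 2.06% of those changed 2-fold were called at the adjusted p, and 93.4% and 27.0% passed the study's threshold. The remaining steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.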

Results

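miRNA levels were measured by small RNA sequencing in spleen, the main filter of the blood in bony fish, from 3 control and 3 infected libraries of grouper. The control libraries held 11150053, 9103749 and 8226781 counts and the infected libraries 9184169, 5918469 and 10784586 counts. Between 43.7% and 58.9% of the counts of a library fell on its 5 most abundant miRNAs. Over all libraries the most abundant were miR-26-x, miR-143-y, miR-146-x, miR-126-y and let-7-x.

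The comparison of infected with control spleens asked which miRNAs respond to the bacterium. Among the abundant miRNAs, miR-142-x, a miRNA of blood cells of all white lineages, was lower in the infected group, at 9793 ± 2022 CPM (SD, n = 3) against 23297 ± 7611 CPM (SD, n = 3), and all 3 infected libraries lay below all 3 control libraries. The erythroid miRNAs miR-144-x, miR-144-y and miR-451-x, which mark red blood cells, had lower means in the infected group. miR-375-y, a miRNA of pancreatic islets and other endocrine cells, was higher by the fit, at a mean of 112 CPM against 8.01 CPM, with most of this from 1 infected library. Both arms of miR-7133 were lower, at a fold of 4.31 for miR-7133-y and 4.98 for miR-7133-x. None of the differences in this paragraph passed the adjusted p in the edgeR quasi-likelihood test.

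No miRNA passed an adjusted p of 0.05 in the edgeR quasi-likelihood test, where the count was 0 of 398 tested names and the smallest adjusted p was 0.210. At an unadjusted p under 0.05 there were 29 names. DESeq2 called 6 names (2 higher, 4 lower), the edgeR exact test 10 (7 higher, 3 lower) and limma voom 0. Both DESeq2 and the exact test called miR-375-y, miR-7133-x, miR-7133-y and 2 newly predicted miRNAs, DESeq2 also called miR-3964-y, and the other 5 names called by the exact test, all higher, were 1 sequence. The study's threshold was passed by 25 names, 10 higher and 15 lower in the infected group, which were 20 distinct sequences, 6 higher and 14 lower. More names were higher than lower in 7 of the 15 alternatives fixed before the data were examined, with 25 higher and 8 lower without infected replicate 3, 17 and 10 with library totals without the 5 most abundant miRNAs, and 15 and 10 without infected replicate 2. The simulations drew each name independently, without the correlation between real names. In simulated libraries with no true difference 15.6 names passed the study's threshold on average. Without control replicate 1 the number was 51, and the common biological coefficient of variation was 0.588. The control and infected libraries did not overlap for 64 tested names (16.1%), which with 1 name per distinct sequence was 36 of 346 (10.4%), where chance gives 10%.

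**Figure D1:**
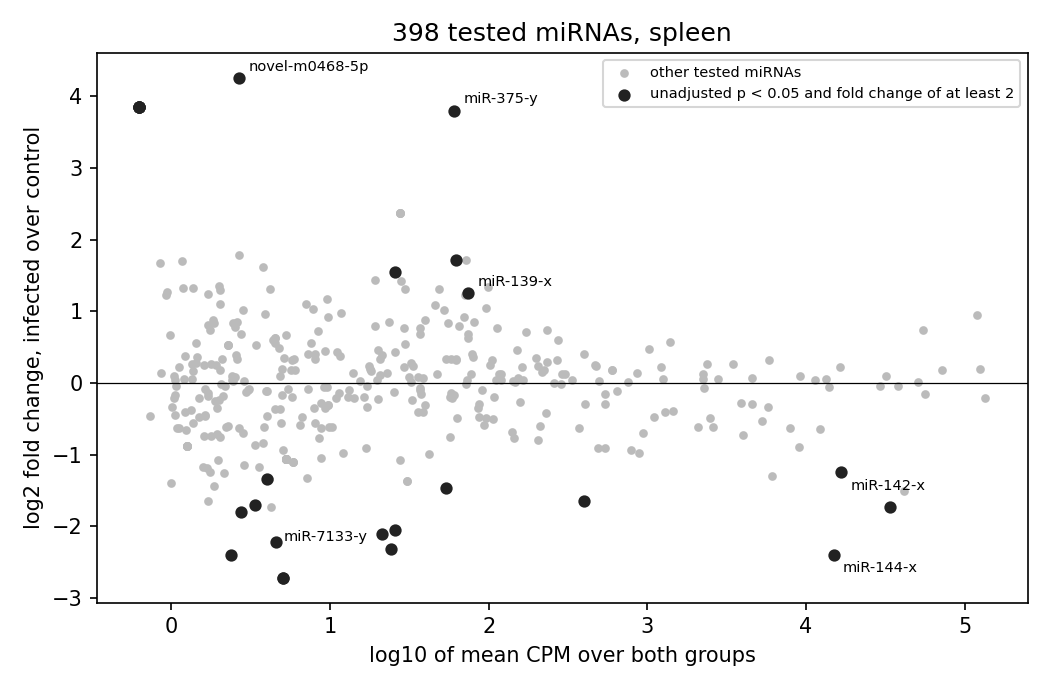
Each point is 1 of the 398 tested miRNA names, with the log10 of its mean CPM on the x axis and its log2 fold change of infected over control on the y axis. Black points are the 25 names past the study's threshold, of which 10 lie above 0 and 15 below, and none passed an adjusted p of 0.05 in the edgeR quasi-likelihood test that was drawn.

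Among the names higher past the study's threshold, the log2 fold change was 3.80 (SE 1.14) for miR-375-y, 1.71 (SE 0.70) for miR-8159-x, 1.55 (SE 0.62) for miR-6125-y and 1.25 (SE 0.50) for miR-139-x. miR-139-x was at 84.1, 154 and 76.4 CPM in the infected libraries and at 47.6, 60.7 and 23.5 CPM in the control libraries. The groups overlapped for miR-8159-x, at 23.4 CPM in infected replicate 2 against 37.7 CPM in control replicate 1. For miR-6125-y they overlapped too, at 16.4 CPM in infected replicate 3 against 20.4 CPM in control replicate 3. For both, the other infected libraries lay above every control library. Of 19 alternatives, miR-139-x passed the study's threshold in 15, miR-6125-y in 14 and miR-8159-x in 12. The other higher names were newly predicted and had few reads. The one with the smallest p had counts of 82, 15 and 32 in the infected libraries and 3, 4 and 0 in the control libraries. The others were 5 names of 1 sequence, with counts of 12, 7 and 12 in the infected libraries and 2, 0 and 0 in the control libraries. These 5 names are 1 measurement.

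Among the names lower past the study's threshold, the log2 fold change was -2.11 (SE 0.49) for miR-7133-y, -2.32 (SE 0.59) for miR-7133-x, -1.25 (SE 0.32) for miR-142-x, -2.06 (SE 0.53) for miR-3964-y and -2.22 (SE 0.66) for miR-3969-x. The sequences of miR-142-x (CATAAAGTAGAAAGCACTACT), miR-3964-y (CATAAAGTAGAAAGCACTAA) and miR-3969-x (CATAAAGTAGAAAGCACTATA) share their first 19 bases, so miR-3964-y and miR-3969-x can hold reads of miR-142-x and are not independent of it. miR-144-x was at -2.40 (SE 0.74). Of the newly predicted miRNAs, the one with the smallest p among those lower had a log2 fold change of -2.40 (SE 0.57) at 4.01 CPM in the control group, another, of the qRT-PCR list of the study, had -1.80 (SE 0.55), and 2 names of 1 sequence had -2.72 (SE 0.87).

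Of the 17 lists, 2 passed an adjusted p of 0.05 in camera with the preset correlation, both lower in the infected group. The erythroid list was lower (adjusted p = 0.00405), with negative log2 fold changes in all 3 tested members (median -1.74), none of which passed the adjusted p alone. With an estimated correlation, which was 0.961 between these members, the camera call was lost (adjusted p = 0.592). In fry, which asks a different question, the list did not pass (adjusted p = 0.363). The mean went from 51653 ± 32232 to 15502 ± 12099 CPM for miR-144-y and from 61385 ± 47165 to 21660 ± 18340 CPM for miR-451-x (SD, n = 3). Members past the threshold when adjusted over the list alone were 2, against 0 over all names. The camera call was lost without control replicate 2 (adjusted p = 0.157), without control replicate 3 (adjusted p = 0.134), without infected replicate 2 (adjusted p = 0.150) and with the replicate number as a block (adjusted p = 0.0555). miR-144 and miR-451 are cut from 1 transcript, so the list holds little more than 1 independent measurement. Its member miR-144-y was also among the key miRNAs that the study chose on these samples.

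**Figure D2:**
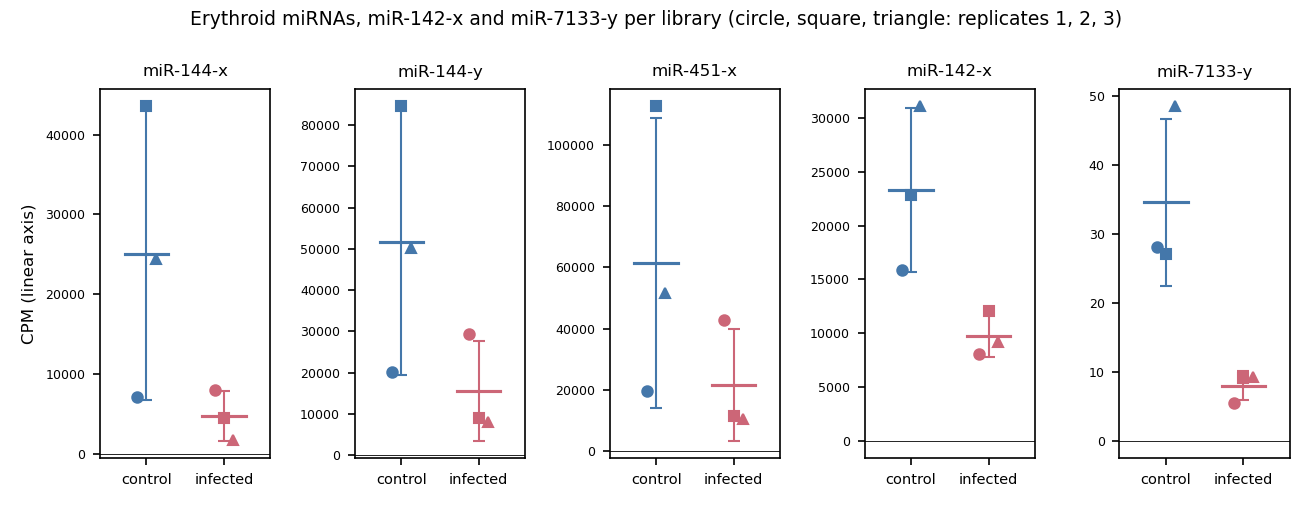
CPM per library on linear axes for miR-144-x, miR-144-y, miR-451-x, miR-142-x and miR-7133-y, with points for the 3 replicates of each group, a line at the mean and bars of 1 SD. The groups overlap for the erythroid miRNAs, where control replicate 1 (20238 CPM of miR-144-y) lies below infected replicate 1 (29463 CPM), and they do not overlap for miR-142-x and miR-7133-y.

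The erythroid list held 4.43%, 22.5% and 13.6% of the counts in the control libraries and 7.06%, 2.82% and 2.17% in the infected libraries. The mean was 13.5% ± 9.03 against 4.02% ± 2.66 (SD, n = 3), a difference of -9.51 percentage points that did not pass an exact permutation test (two-sided p = 0.2, smallest possible 0.1). Control replicate 1 resembled infected replicate 3 more than any other library (Pearson r of log CPM 0.978 over miRNAs, which are not independent replicates).

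The other list past the threshold in camera was that of the key miRNAs of the study (adjusted p = 0.000758). The study chose them on these samples, so neither the direction of the list nor its passing of any test is independent evidence. The list shares miR-144-y with the erythroid list. With an estimated correlation the camera call was lost (adjusted p = 0.239). In fry, which asks a different question, the list passed (adjusted p = 0.0217). It had 3 tested members of 7, miR-144-y, miR-7133-y and a newly predicted miRNA, all with negative log2 fold changes, and 3 passed when adjusted over the list alone. The camera call was lost without control replicates 1, 2 and 3 (adjusted p = 0.345, 0.458 and 0.460) and without infected replicates 2 and 3 (adjusted p = 0.341 and 0.129). With no filter, where all 7 members were tested, the median was 2.73 and the list did not pass (adjusted p = 0.716). The members below the filter had few reads. miR-497-x had counts of 2, 0 and 0 in the control libraries and 8, 0 and 35 in the infected libraries, miR-378-y had 3, 2 and 2 against 16, 2 and 40, and the newly predicted members had 3, 0 and 2 against 15, 16 and 6, and 3, 0 and 0 against 7, 3 and 9. The qRT-PCR list of the study, also chosen on these samples, had 8 tested members of 13, of which 6 passed when adjusted over the list alone, and its camera adjusted p was 0.0988. It passed camera with the 10 CPM filter (adjusted p = 0.0465) and, in the fit added after the data were seen, with 1 name per distinct sequence (adjusted p = 0.0490). It did not pass camera with an estimated correlation (adjusted p = 0.592) or fry (adjusted p = 0.177). Its members below the filter were miR-497-x and the last of these newly predicted members, with miR-499-x (0, 0 and 0 against 26, 0 and 2), miR-149-x (0, 0 and 0 against 4, 0 and 22) and a further newly predicted miRNA (2, 4 and 4 against 0, 0 and 0). In the infected group the counts of miR-497-x, miR-499-x and miR-149-x lay in 2 of 3 libraries, with 0 in infected replicate 2.

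The pancreas list (adjusted p = 0.0547 in camera, 0.592 with an estimated correlation) had 4 tested members, all with positive log2 fold changes and a median of 1.39. miR-375-y was at 280, 8.15 and 48.4 CPM in the infected libraries and at 9.73, 5.65 and 8.66 CPM in the control libraries. miR-217-x and miR-216-x, miRNAs of the exocrine pancreas, had log2 fold changes of 1.43 (SE 0.68) and 1.35 (SE 0.68), and miR-7-x had 0.24 (SE 0.60) and was at 7.12 CPM in infected replicate 3, below every control library. In infected replicate 2, miR-375-y lay within the range of the control libraries, at 8.15 CPM. Of the members, 1 passed when adjusted over the list alone. The list passed camera with DESeq2, the edgeR exact test and library totals (adjusted p = 0.00492, 0.00601 and 0.0488), and without infected replicate 2 (adjusted p = 2.92e-05). In a fit added after the data were seen, it also passed camera with 1 name per distinct sequence (adjusted p = 0.0371). Infected replicate 2 was the infected library in which miR-375-y was not raised. The list failed camera without infected replicate 1 (adjusted p = 0.327) and without control replicates 1, 2 and 3 (adjusted p = 0.152, 0.157 and 0.275). It also failed camera with the 10 CPM filter and with no filter (adjusted p = 0.255 and 0.483), and fry (adjusted p = 0.399).

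**Figure D3:**
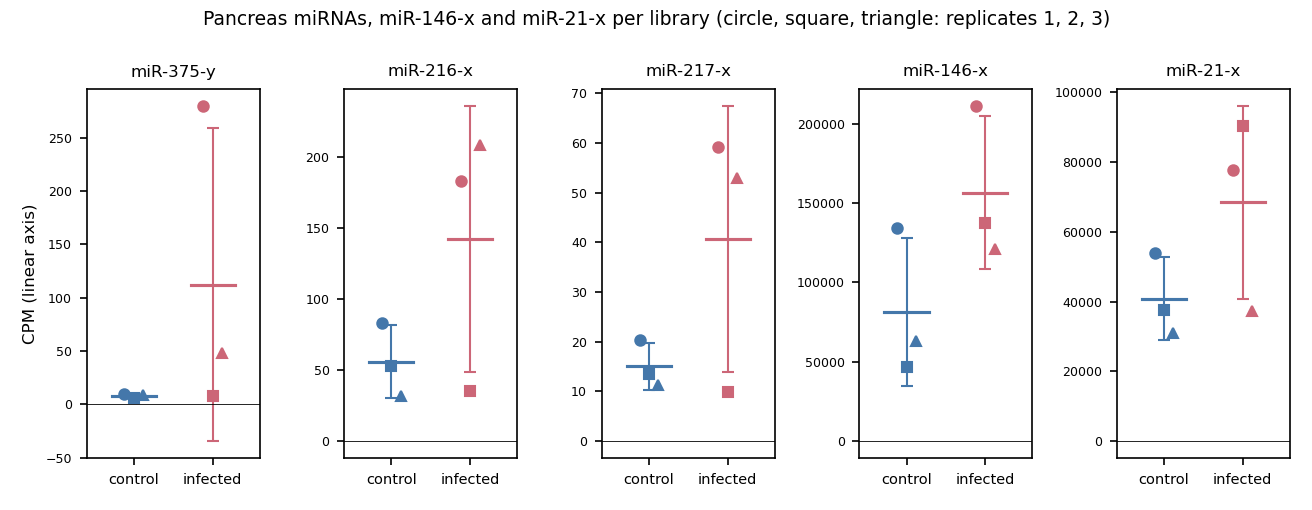
CPM per library on linear axes for miR-375-y, miR-216-x, miR-217-x, miR-146-x and miR-21-x, with points for the 3 replicates of each group, a line at the mean and bars of 1 SD. For miR-375-y, miR-216-x and miR-217-x, infected replicates 1 and 3 lie above the control libraries and infected replicate 2 does not.

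Of the innate immune and inflammatory list, 0 of 18 tested members passed when adjusted over the list alone (camera adjusted p = 0.348). Its most abundant members had log2 fold changes of 0.95 (SE 0.43) for miR-146-x, a miRNA induced by NF-κB, 0.74 (SE 0.38) for miR-21-x and -0.05 (SE 0.26) for miR-125-x. miR-146-x was at 156413 ± 48123 CPM against 81234 ± 46464 CPM (SD, n = 3), with overlapping groups, and it passed the study's threshold in 12 of 19 alternatives and kept its sign in all. The lymphoid list (7 tested, median -0.93, adjusted p = 0.281) and the myeloid and granulocyte list (10 tested, median -0.14, adjusted p = 0.449) had 1 member each past the threshold when adjusted over the list alone, miR-142-x in both. Without control replicate 3 the median of the lymphoid list was -0.37. miR-150-z, a miRNA of mature lymphocytes, had -0.97 (SE 0.46), while miR-181-x had 0.09 (SE 0.26), miR-27-y 0.05 (SE 0.25) and miR-23-y 0.08 (SE 0.24).

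All 5 tested members of the miR-15/16 family had negative log2 fold changes (median -0.63, camera adjusted p = 0.0988), among them miR-15-x at -0.73 (SE 0.29) and miR-16-x at -0.63 (SE 0.29). The adjusted p in camera was 0.573 for the endothelial list, 0.471 for the stromal and smooth muscle list, 0.348 for the liver and gut epithelium list, 0.645 for the other epithelium list, 0.692 for the skeletal and cardiac muscle list, 0.823 for the neural list, 0.583 for the miR-17-92 list, 0.573 for the let-7 list and 0.573 for the p53 and hypoxia list, and in each 0 members passed when adjusted over the list alone. The medians of the let-7, miR-17-92, myeloid and granulocyte, and neural lists changed sign with the scaling. Among the abundant miRNAs, the log2 fold change was -0.21 (SE 0.25) for miR-26-x, 0.19 (SE 0.28) for miR-143-y, 0.18 (SE 0.34) for miR-126-y and -0.16 (SE 0.22) for let-7-x.

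Both arms of a hairpin are cut from 1 precursor. Arms were paired here by name, and a hairpin stands for a name with both arms. As names of known miRNAs do not separate paralogs, the arms of such a name can come from different precursors. Over the 61 hairpins with both arms tested, the log2 fold changes of the arms correlated across hairpins (Pearson r = 0.644, permutation p = 1e-05, the smallest that the permutations can give, and Spearman rho = 0.501, permutation p = 8e-05, with Benjamini-Hochberg values over both tests of 2e-05 and 8e-05). Without the 2 hairpins farthest from the median r was 0.481. The arms had the same sign in 42 hairpins and opposite signs in the others (68.9% the same, 95% Clopper-Pearson interval 55.7% to 80.1%). Hairpins are not independent replicates, and a difference between libraries that is unrelated to the groups is also shared by both arms.

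**Figure D4:**
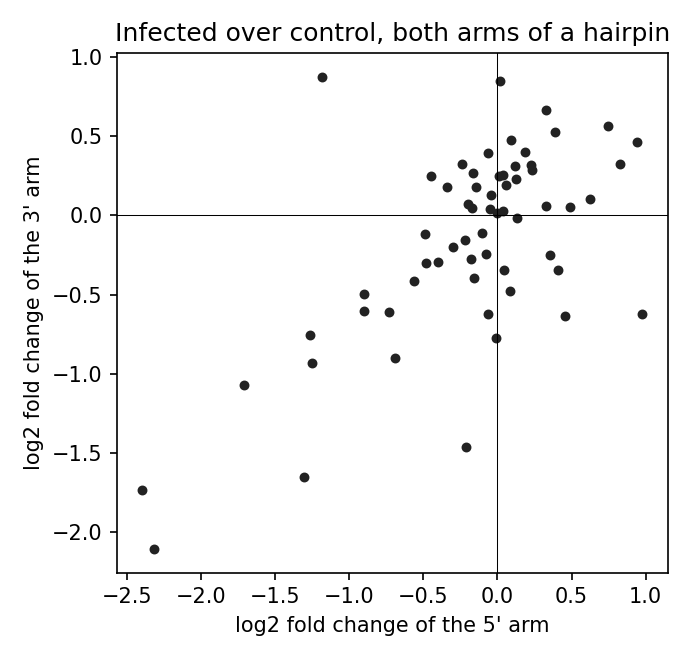
Each point is 1 of 61 hairpins, with arms paired by name, and shows the log2 fold change of infected over control. The 5′ arm is on the x axis and the 3′ arm on the y axis. The arms have the same sign in 42 hairpins, and Pearson r is 0.644.

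Newly predicted miRNAs held 0.251% ± 0.0370 of the counts in the control group and 0.265% ± 0.0339 in the infected group (SD, n = 3), which did not differ by more than the spread between libraries (exact permutation test, two-sided p = 0.5, smallest possible 0.1). The 25 names past the study's threshold had a median of 477 predicted target genes and the 373 other tested names a median of 470, a difference of 7 (permutation p = 0.853, two-sided, over miRNAs, which are not independent replicates). Lists of targets of the changed miRNAs were thus not longer per miRNA than those of the others by more than chance.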

Values the study reported

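The study reported 618 known and 550 newly predicted miRNAs. With edgeR, a fold change of at least 2 and an unadjusted P under 0.05, it reported 55 differentially expressed miRNAs, 29 up-regulated and 26 down-regulated. Whether up-regulated stands for higher in the infected group is not given for the miRNAs in the sources used here. It named 13 miRNAs measured again by qRT-PCR. It described qRT-PCR and sequencing as in high agreement for these, with exceptions that included miR-419-x, miR-499-x and a newly predicted miRNA.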

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

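The deviations of same-numbered libraries from their group means correlated at -0.08, -0.00109 and -0.29. These values gave no sign that the replicate numbers pair the libraries, but so few libraries cannot exclude a pairing. With the replicate number as a block 0 names passed the adjusted p, 19 passed the study's threshold and 1 list passed (the key miRNAs of the study, not the erythroid list). The shares of the erythroid list and of newly predicted miRNAs then differed by -9.51 and 0.0143 percentage points, by construction the same as without the block. An exact test that swaps the groups within a replicate number gave p = 0.5 and 0.75 for these shares. At the adjusted p, DESeq2 gave 6 names, the edgeR exact test 10 and each of the other fits 0. The number past the study's threshold was 64 with no filter and 11 with the 10 CPM filter, which tests fewer names, and with each library left out in turn it was between 22 and 51, the highest without control replicate 1. The exact test with no filter, added after the data were seen, gave 53 (24 higher, 29 lower), or 49 (23 higher, 26 lower) with classic dispersions, and 0 at the adjusted p. Library totals without the 5 most abundant miRNAs shifted the median log2 fold change of all names from -0.01 to 0.28 and gave 17 higher and 10 lower, against 10 and 15. The number of lists was 3 with library totals, DESeq2 and the edgeR exact test, which added the pancreas list, 1 with no filter, 1 with fry, 0 with an estimated correlation, and 0 to 2 with a library left out, 0 without control replicate 2 and without control replicate 3, and 1 without control replicate 1, infected replicate 2 or infected replicate 3. Added after the data were seen, it was 4 with 1 name per distinct sequence, 1 with either form of the unfiltered exact test and 0 without the erythroid miRNAs. That 0 is no check on the erythroid list or the key miRNAs of the study. In that fit neither had the 3 tested members needed, so neither was tested. The share of the erythroid list differed by -14.1 to -5.02 percentage points with a library left out, and that of newly predicted miRNAs by -0.00522 to 0.0349, with a change of sign without control replicate 2 (-0.000942) and infected replicate 2 (-0.00522). The arm correlation lay between 0.444 and 0.676 with a library left out and was 0.224 with no filter, and it passed the test in all of the alternatives. The difference in predicted targets passed in none of them. With changed miRNAs taken by the adjusted p it had no value, since there were 0. Of the 22 named miRNAs past the study's threshold, 22 kept their sign in every alternative in which they were tested. In the same alternatives 10 of them stayed past the threshold throughout, and these 10 were 6 distinct sequences. Among these were both arms of miR-7133, and miR-3964-y, which shares its first 19 bases with miR-142-x. The 22 were chosen on the same libraries that the alternatives fit again, so a kept sign is not independent support. Apart from what is stated here, the cause of a difference between alternatives was not tested.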

Other observations

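The tests of the bacterial stretch and of a single control library were chosen only after the result was seen. For all tests, the requirements that a margin exceed the SE and that at least 2 members be usable were set after most of the values were seen. The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05. For the count at the adjusted p the real value was 0 and the highest of the other splits 0, with 10 of 10 splits as high. For the study's threshold the real value was 25 and the highest of the others 51, when control replicate 1 with infected replicates 1 and 3 stood against the rest, with 4 of 10 splits as high as the real one. For the lists the real value was 2 and the highest of the others 3, with 7 of 10 splits as high. The split with 51 names was picked as the highest of the others. Whether it reflects a structure of the libraries other than the groups was not tested.

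The mean of the erythroid miRNAs was lower in the infected group, with overlapping groups, and 3 explanations were tested. Scaling between libraries is argued against, since the median of the list was at most -1.46 under the 4 scalings, below the bound of -0.5 by more than the SE of a member. A single control library could not be excluded, since the median without control replicate 2 was -0.82, below -0.5 by less than that SE. Fewer red blood cells in the infected samples may account for it, but miR-486, outside the transcript of miR-144 and miR-451, was below the filter and its log2 fold change with no filter was 0.51 (SE 0.93), which leaves this open. An effect of the infection on the transcript itself was not tested.

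miR-375-y, miR-216-x and miR-217-x were higher in infected replicates 1 and 3 than in the control libraries, whereas miR-7-x in infected replicate 3, at 7.12 CPM, lay below every control library. A candidate explanation is pancreatic tissue in some spleen samples, which is spread along the gut and near the spleen in many bony fish, but of the members not yet looked at only miR-7-x was past the filter, and in infected replicate 2 it differed from the highest control library by 0.331 CPM, within counting error. Whether the difference of the list as a whole rests on infected replicate 1 stays open, as the median without it was 1.24, above the bound of 1 by less than the SE of a member, although 3 of the 4 tested members were above every control library in infected replicate 3 too. Tissue of other neighbouring organs stays open too, with a median of 0.40 for the liver and gut epithelium list. In that list miR-122-x and miR-194-y lay above every control library in infected replicates 1 and 3. In infected replicate 2 miR-122-x lay below every control library and miR-194-y lay within their range. By contrast, miR-192-x and miR-194-x in infected replicate 3 lay below control replicate 1. Infection, as the design names it, was not tested against these explanations.

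The 5 names of 1 newly predicted sequence with nearly all of their reads in the infected libraries may hold bacterial ribosomal RNA read as a miRNA. The sequence has a stretch of 14 bases taken, from memory and with no comparison to a reference sequence, to be part of bacterial 16S ribosomal RNA. It was in 1 distinct sequence and 0 known names, but the test was chosen from the sequence, so it cannot bear the explanation out. The names had few reads, with counts of 12, 7 and 12 in the infected libraries and 2, 0 and 0 in the control libraries. Per the methods of the study, tags matching ribosomal RNA were removed and newly predicted names needed a hairpin on a grouper genome. Both steps would act against this explanation, but how well they removed bacterial tags was not tested. For bacterial ribosomal RNA elsewhere in the table, 0 further sequences had 14 bases of other stretches, also written from memory, which decides nothing. A deeper infected group is argued against, since the ratio of total counts of infected over control was 0.909.

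The number of names past the study's threshold was 25 with the filter. That is lower than the value quoted from the study above. With the exact test and no filter it was 53, and with classic dispersions 49, both chosen after the data were seen.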
